A study of Mus musculus with 6 samples. Its data were reported in "The core clock gene, Bmal1, and its downstream target, the SNARE regulatory protein secretagogin, are necessary for circadian secretion of glucagon-like peptide-1" (2019).

How the data were processed

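mGLUTag cells were kept in low serum, synchronized with forskolin and returned to growth medium by the authors, and RNA was taken at 4 h and 16 h (3 samples each, 6 in all). Each sample was hybridized to 1 array of a mouse Illumina BeadChip. The deposited table holds 1 intensity per probe and array on a linear scale, with background already subtracted, for 45281 probes. Between 31.2% and 34.0% of the values of an array lay below 0. The authors did not normalize these intensities between arrays. The table carries no detection p-values and no control probes, and the scanner software, its settings and the slide of each array are not stated. The authors' methods name linear models in limma for their own comparison but state neither a background correction nor a between-array normalization. Samples were grouped by the time point in their labels, and whether samples of a time point came from independent cultures is not stated.

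Analyses were run in R 4.3.3 with limma 3.58.1. Intensities were corrected with normexp (offset 50), quantile normalized between arrays and transformed to log2. The model was fitted to all probes with lmFit and eBayes, with the time point as the only term, and two-sided p-values were adjusted by the Benjamini-Hochberg method over all probes (threshold 0.05). Log2 changes are 4 h minus 16 h. Adding an offset of 50 shrinks the changes of dim probes. Quantile normalization removes any change shared by most transcripts, so each change is relative to the other probes of the array.

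Since no detection p-values were given, a noise limit was set for each array after the data had been examined, at the 99th percentile of its below-zero values with their sign turned. The limits lay between 9.2 and 14 intensity units. A gene above it on fewer than 3 arrays is given no change. Arrays carry no counts, so the number of arrays sets the precision; with 3 arrays against 3, an exact permutation test of a single value cannot give a two-sided p under 0.1.

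Probe symbols were matched to present mouse symbols in a RefSeq gene table (assembly GRCm38.p6), used for names only, since the build behind the array table is not stated. Of the probes, 27760 matched by symbol, 7994 by a synonym and 9527 not at all, so that 79.0% were matched; unmatched probes kept their own name. A gene was represented by its probe with the highest mean normalized log2 intensity over the 6 arrays. The 12 gene sets list 282 genes, of which 275 had a probe; they were tested with camera (preset correlation 0.01), with fry and an estimated correlation as alternatives, over 28902 genes.

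Genes were named by a rule fixed before the data were examined: 18 genes that the main text of the study names (its own list of called genes was not used here), the probes with the smallest adjusted p in each direction among those called with no overlap between time points (up to 10, or, where fewer than 3 were called, the 3 with the smallest p), and the 3 members with the smallest p in each called set. Some genes that this rule selects are not reported here. The 18S ribosomal RNA probes and the further probes of named genes were chosen after their values had been seen.

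The following alternatives were fixed before the data were examined: no background correction (values under 1 set to 1), an offset of 16, median scaling, cyclic loess, a filter on probes with a mean above that of the median probe, trend and robust variance, array weights, the replicate number as a block, leaving out each array, averaging the probes of a gene, and the other set tests. Added after the data had been seen were no between-array normalization, linear scaling of each array by its trimmed mean (10% from each end) over the probes above the noise limit on all arrays, a filter on probes above the noise limit on 3 or more arrays, and the separation of the arrays by 18S ribosomal RNA and Actb probes as a block. Slide and scan date are not given and could not be used as blocks.

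The procedure was tested on simulated data for the comparison of 4 h and 16 h, with 45281 probes and the measured brightness of the arrays. In it, 200 probes were changed by 1 on the log2 scale. The changed probes were drawn only from bright probes that lay above the noise limit on all arrays. Recovery and estimated change below are therefore those of bright probes, and dim probes were not tested. The result depended on how the spread of the probes was simulated, and both models are given. With the spread drawn from the distribution that limma fitted, 198 of the 200 were recovered and 13 unchanged probes were called (6.16% of calls). With the sample SD of each probe as its spread, 183 were recovered and 25 unchanged probes were called (12.0% of calls), above the nominal 5%. The median estimated change was 0.87 in the first model and 0.86 in the second. Without between-array normalization, 13973 unchanged probes were called in the first model and 10487 in the second, 13972 and 10486 of them as higher at 4 h. In the set test, over 28902 genes, a shift of 0.3 in the SNARE proteins was called and none of the other 11 sets was. That simulation gave genes independent errors and so does not test the preset correlation.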

Results

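To identify transcripts that differ between the peak and the trough of clock gene expression in the L-cell, mRNA levels were measured in mGLUTag cells, an immortalized murine line of the enteroendocrine L-cell, which secretes glucagon-like peptide-1 (GLP-1). The cells had been synchronized with forskolin, which raises cAMP. Samples were collected at 4 h (n = 3) and 16 h (n = 3), times that the study chose as the peak and the trough of Arntl, the gene encoding the clock transcription factor BMAL1. Each of the 6 samples was hybridized to 1 array of 45281 probes. Between 16964 and 17847 probes per array lay above the noise limit, which was set for each array from its values below 0. A total of 14941 probes lay above it on all 6 arrays, and 24356 lay above it on none. After normalization, the correlation of log2 intensity across probes was between 0.991 and 0.993 for pairs of 4 h arrays, between 0.992 and 0.994 for pairs of 16 h arrays, and between 0.989 and 0.994 for pairs from different time points. Probes within an array are not independent replicates, and the number of arrays limits the precision of every comparison.

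The arrays were first compared in brightness, since the deposited values had not been normalized between arrays. The mean intensity over all probes was 322 ± 31.3 (SD, n = 3) at 4 h and 236 ± 17.0 (SD, n = 3) at 16 h, a ratio of 1.37. Every 4 h array was brighter than every 16 h array (exact two-sided permutation test, p = 0.1, the smallest value that 3 arrays against 3 can give). Of the 14941 probes above the noise limit on all arrays, 98.2% had a higher mean intensity at 4 h, with a median log2 ratio of 0.55. When these probes were divided into 5 classes by intensity, the median log2 ratio was 0.56 in the dimmest class, 0.60, 0.59 and 0.55 in the next classes and 0.49 in the brightest. Expression at the time points was therefore compared after quantile normalization, which gives all arrays the same distribution of values and so reports each probe relative to the others. A change shared by most transcripts cannot be measured on this scale.

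**Figure D1:**
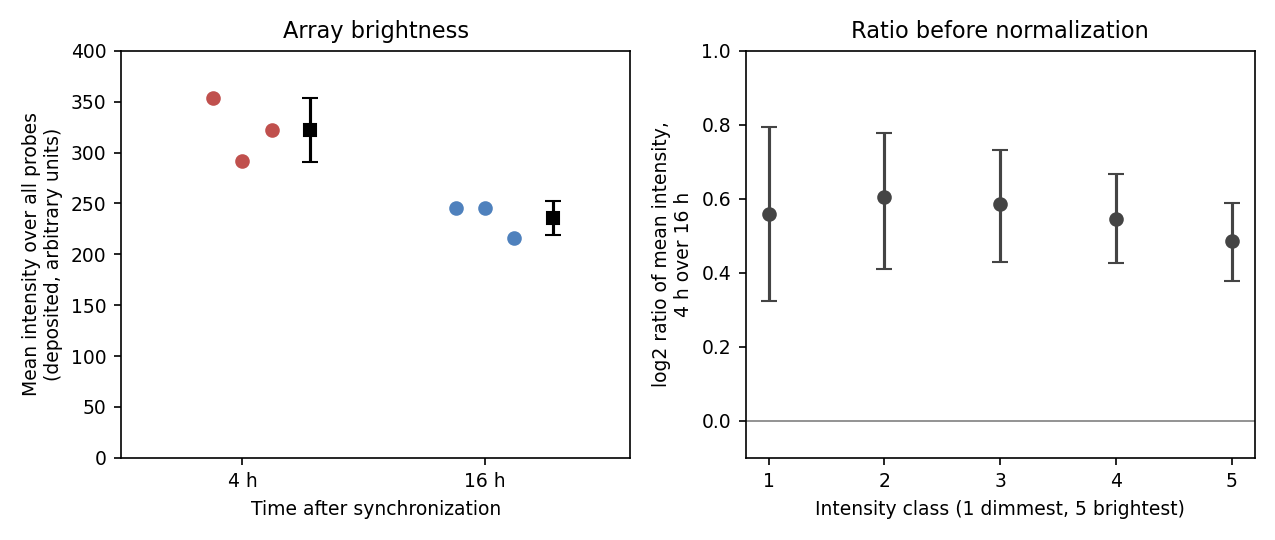
Left, mean deposited intensity over all probes of each array (circles, 3 per time point), with the group mean and SD (squares with bars); the group means were 322 at 4 h and 236 at 16 h. Right, median (points) and interquartile range (bars) of the log2 ratio of mean deposited intensity, 4 h over 16 h, in 5 classes of probes above the noise limit on all arrays, with medians between 0.49 and 0.60.

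Few probes differed between the time points. By limma with Benjamini-Hochberg adjustment over 45281 probes, 2 probes were higher and 2 were lower at 4 h at the threshold of 0.05. An unadjusted p under 0.05 was obtained for 1278 probes that were higher and 1178 that were lower, 2456 in all, where 2264 are expected by chance. The values of the time points did not overlap for 10.9% of probes, where chance gives 10%. The choice of between-array normalization moved the counts most. With no between-array normalization, 2308 probes were higher and 0 were lower, with 12040 higher and 22 lower at an unadjusted p under 0.05, and the median log2 change of the 14941 detected probes was 0.39. Scaling each array to its median gave 832 higher and 0 lower, so that 100% of calls were higher against 50% after quantile normalization, and the median change of detected probes was 0.30. The share was 65.5% without background correction, which gave 19 higher and 10 lower, and 0% with cyclic loess, which gave 0 higher and 2 lower. Linear scaling on the detected probes gave 2 higher and 2 lower. The calls were also lost whenever a single array was left out: limma then gave 0 higher and 0 lower, with between 1849 and 3219 probes at an unadjusted p under 0.05.

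The higher probe with the smallest p belonged to Arhgap8 (probe ILMN_2844671, listed under an older clone name), with a log2 intensity of 9.24 ± 0.15 (SD, n = 3) at 4 h and 8.33 ± 0.07 (SD, n = 3) at 16 h. Its log2 change was 0.91 (SE 0.088, limma adjusted p = 0.0338). Of the other 6 probes of Arhgap8, 1 was also bright, with a log2 change of 0.64 that did not pass the threshold (limma adjusted p = 0.290), and 5 lay above the noise limit on no array. The other higher probe belonged to Id1 (ILMN_2672190), at 9.48 ± 0.10 and 8.72 ± 0.05, with a log2 change of 0.76 (SE 0.074, limma adjusted p = 0.0338). The third in order, Tmem65 (ILMN_2987564), was uncalled, with a log2 change of 0.71 and a limma adjusted p of 0.0685. Among probes that were lower at 4 h, Klhl24 (ILMN_2513451, matched through a synonym) was at 7.41 ± 0.03 at 4 h and 8.12 ± 0.05 at 16 h, a log2 change of -0.72 (SE 0.065, limma adjusted p = 0.0338). The other 2 probes of Klhl24 lay close to background. Tef (ILMN_2676052), a clock output gene, was at 7.56 ± 0.09 and 8.37 ± 0.08, a log2 change of -0.82 (SE 0.077, limma adjusted p = 0.0338), and its other probe lay above the noise limit on no array. Hbp1 (ILMN_1220230) was uncalled, with a log2 change of -0.69 and a limma adjusted p of 0.138.

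To examine the clock itself, Arntl was taken as the positive control of the time points. Its single probe (ILMN_2707510) had a deposited intensity of 127 ± 24.8 (SD, n = 3) at 4 h and 43.5 ± 6.31 (SD, n = 3) at 16 h. Normalized log2 intensities were 7.39 ± 0.05 and 6.87 ± 0.07, and all 3 values at 4 h lay above all 3 at 16 h. The log2 change was 0.52 (SE 0.069), which did not pass the threshold over all probes (limma adjusted p = 0.138). The largest log2 change of Arntl, 0.95, was obtained without background correction, and the call was gained with no between-array normalization (0.87, limma adjusted p = 0.0309) and with median scaling (0.78, limma adjusted p = 0.0309), values that include the rise shared by detected probes; over all alternatives its adjusted p was between 0.0309 and 0.694. Because an offset of 50 was added during background correction, the changes of dim probes such as this one are understated. Per2 was lower at 4 h by a log2 change of -0.46 (SE 0.12, limma adjusted p = 0.537). Nr1d1 lay above the noise limit on 2 of 3 arrays at 4 h and on 3 of 3 at 16 h and did not pass the threshold (log2 change -0.12, SE 0.078, limma adjusted p = 0.948); its log2 change was 0.058 without between-array normalization, below the 0.39 shared by detected probes. Rora lay above the noise limit on 1 array only, and no change is given for it.

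A list of 18 genes named in the main text of the study, fixed before the data were examined, was then considered. It is not the list of genes that the study called between the time points. Of the 18 genes, 14 lay above the noise limit on all 6 arrays. Over all probes 1 of the 18 passed the threshold (Tef), and 5 passed when adjusted over the list alone. Of these 5, Arntl, Gcg and Ptp4a1 were higher and Per2 and Tef were lower at 4 h. The study chose part of the list on these samples, so the second count is not independent evidence. Gcg, which encodes the precursor of GLP-1, had a deposited intensity of 19565 ± 1363 (SD, n = 3) at 4 h and 11924 ± 894 (SD, n = 3) at 16 h and a normalized log2 change of 0.35 (SE 0.082, limma adjusted p = 0.461). Ptp4a1 changed by 0.52 (SE 0.080, limma adjusted p = 0.171). Both passed the threshold with median scaling, Gcg at 0.62 (limma adjusted p = 0.0309) and Ptp4a1 at 0.92 (limma adjusted p = 0.0354). The values with median scaling include the rise of 0.30 shared by detected probes.

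Scgn, which encodes the calcium-binding SNARE regulator secretagogin, had a deposited intensity of 1766 ± 158 (SD, n = 3) at 4 h and 1248 ± 176 (SD, n = 3) at 16 h at the probe with the highest mean normalized log2 intensity (ILMN_2827997), a log2 ratio of 0.50, against a median ratio of 0.55 over detected probes. After normalization the probe was at 10.62 ± 0.04 and 10.62 ± 0.06, with a log2 change of -0.00034 (SE 0.067, limma adjusted p = 0.9997). The other probes of Scgn changed by 0.11 and 0.10 (limma adjusted p = 0.953 and 0.970). No difference in Scgn relative to the other transcripts was detectable with 3 arrays per time point. Its log2 change was 0.49 with no between-array normalization and 0.40 with median scaling, where the median of detected probes was 0.39 and 0.30, and these did not pass the threshold either (limma adjusted p = 0.0550 and 0.0833). Other secretory genes changed by less than their errors: Stx1a by 0.05 (SE 0.068), Vamp2 by 0.06 (SE 0.16) and Syt7 by 0.10 (SE 0.12). Syt7 was measured by a probe matched through a synonym, and the 3 probes that carry its present name lay above the noise limit on no array. Snap25 lay above the noise limit on no array, and no change is given for it. Gipr changed by -0.03 (SE 0.078) and Nampt by -0.17 (SE 0.12), both of which were above 0 but below the median of detected probes with no between-array normalization and with median scaling. The control gene H3f3a changed by 0.10 (SE 0.15), a direction that was reversed when its probes were averaged.

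**Figure D2:**
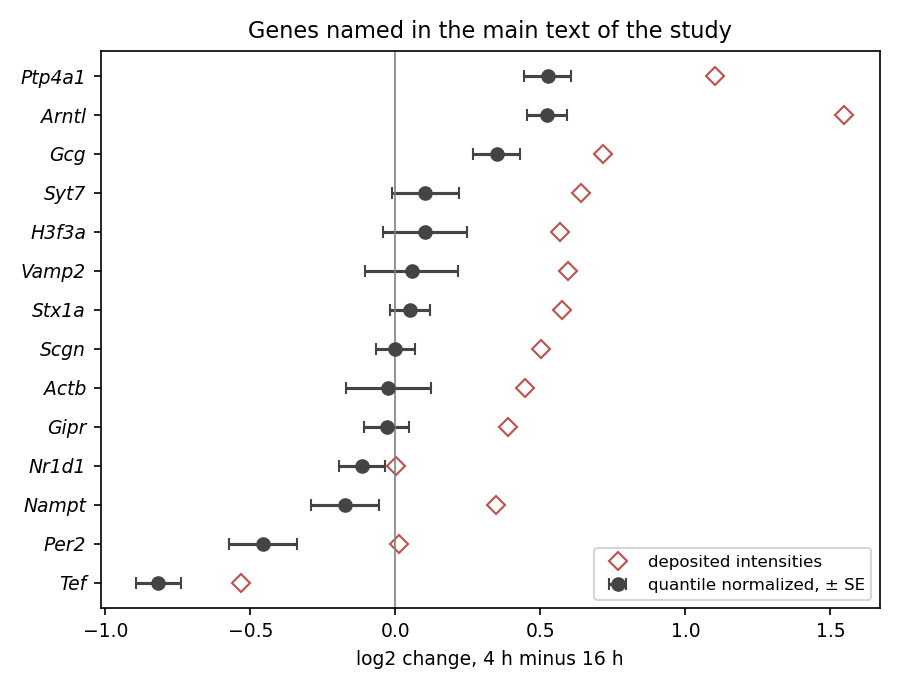
Log2 change, 4 h minus 16 h (horizontal axis), of genes named in the main text of the study that lay above the noise limit on 3 or more arrays, after quantile normalization (filled circles with SE, n = 3 per time point) and as the ratio of mean deposited intensities (open diamonds). Most diamonds sit close to the array-wide median of 0.55, while Arntl and Ptp4a1 lie above it and Per2, Nr1d1 and Tef lie below it.

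To determine whether groups of genes moved together, 12 gene sets fixed before the data were examined were tested with camera in limma against all other genes, 28902 in total. Of these, 3 passed the threshold after adjustment over the 12 sets. The E-box arm of the clock, 12 genes activated through BMAL1 binding sites, was lower at 4 h, with a mean log2 change of -0.33, and 11 of its 12 genes were lower (camera adjusted p = 7.6e-13). Only 9 of the 12 lay above the noise limit on 3 or more arrays, and these 9 were all lower, with a mean log2 change of -0.43. With no between-array normalization the mean over the 12 genes was -0.024, against the rise of 0.39 in detected probes, and the call was kept (camera adjusted p = 6.1e-05). Its members with the smallest p were Tef, Ciart and Bhlhe40, the latter pair with log2 changes of -0.55 and -0.41. The RORE arm of the clock, which includes Arntl, was higher at 4 h (camera adjusted p = 0.0243, mean log2 change 0.15). Only 2 of its 5 measured genes, Arntl and Clock (log2 change 0.22), lay above the noise limit on 3 or more arrays. Sterol synthesis was lower at 4 h (camera adjusted p = 0.00144, mean log2 change -0.14), and 6 of its 18 genes were higher. Among its leading members were Stard4 (-0.51) and Idi1 (-0.31). The E-box arm kept its call under fry (adjusted p = 0.00179) and with an estimated correlation between genes (adjusted p = 0.0166); the RORE arm kept it under fry alone (0.0185 and 0.195), and sterol synthesis under neither (0.243 and 0.173). Without between-array normalization the mean log2 change of sterol synthesis was 0.31, which was above 0 but below the median of 0.39 of detected probes. The camera call of the RORE arm was lost without 4 h replicate 1 (adjusted p = 0.0671) and without 16 h replicate 1 (adjusted p = 0.0712).

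The secretory sets did not pass the threshold after quantile normalization. The camera adjusted p was 0.360 for the SNARE proteins (38 genes, mean log2 change 0.02), 0.574 for the SNARE regulators (34 genes, 0.0081), 0.497 for the COPI and COPII coats (28 genes, 0.03), 0.497 for the dense-core granule cargo (19 genes, 0.01) and 0.202 for the actin cytoskeleton (41 genes, 0.03). In the same order, 33, 31, 22, 16 and 37 of their genes lay above the noise limit on 3 or more arrays. With no between-array normalization all 5 of these sets were called higher at 4 h, with camera adjusted p between 2.1e-05 and 0.00541, as they were with median scaling. The actin cytoskeleton was also called when 4 h replicate 2 was left out (adjusted p = 0.0151). The G1/S (adjusted p = 0.202) and G2/M (0.189) cell cycle genes, the cAMP/CREB targets (0.360) and the ER stress response (0.118) did not pass the threshold either.

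Actb, which encodes β-actin, was measured by 5 probes that disagreed. The probe with the highest mean normalized log2 intensity (ILMN_2698799) changed by -0.02 (SE 0.15) and varied by 0.52 on the log2 scale over the 6 arrays. Its direction was reversed when the probes were averaged, and its log2 change was 0.44 with no between-array normalization and 0.35 with median scaling, where the median of detected probes was 0.39 and 0.30. Probe ILMN_1377923 varied by 3.21, with deposited intensities of 8961, 719 and 7390 at 4 h and 5353, 1026 and 1064 at 16 h. The 3 probes for 18S ribosomal RNA had high values on the same 3 arrays, namely 4 h replicates 1 and 3 and 16 h replicate 1, and varied by between 3.11 and 4.31 on the log2 scale. This separation lay along the component that held most variance between arrays (34.0%), whereas the time points were separated by the component that held 17.9%.

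**Figure D3:**
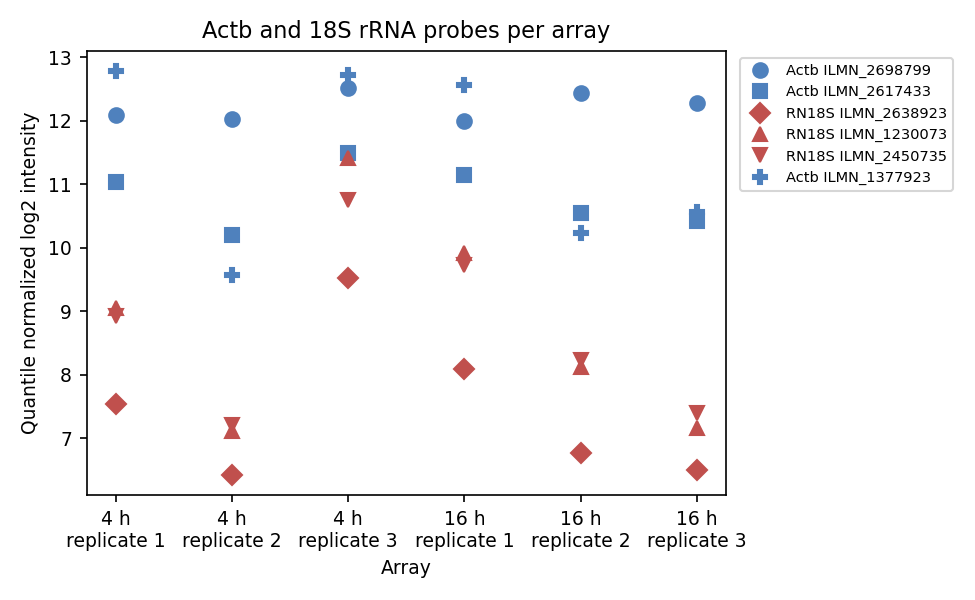
Quantile normalized log2 intensity (vertical axis) of the 3 Actb probes (blue) and the 3 probes for 18S ribosomal RNA (RN18S, red) that lay above the noise limit on all 6 arrays (horizontal axis). All but Actb probe ILMN_2698799 were higher on 4 h replicates 1 and 3 and 16 h replicate 1 than on the other 3 arrays.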

Values the study reported

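The study reported that 13 genes were expressed at a significantly higher level at 4 h than at 16 h, and that none was lower. For Arntl, its positive control, it gave a log2 fold change of 1.103288. It also reported 34 vesicle transport pathways that differed between these time points. Among them, the gene ontology sets for transport vesicle and SNARE complex were higher at 4 h. A gene ontology set for the actin cytoskeleton was reported as higher at 4 h as well.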

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

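Alternatives without between-array normalization, with linear scaling, with the noise limit as a filter and with the separation of arrays by 18S ribosomal RNA and Actb probes as a block were chosen after the results had been seen; the others were planned.

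The 4 called probes depended on nearly every choice. Array weights and linear scaling gave 2 higher and 2 lower, and the block on the 18S and Actb separation gave 3 higher and 2 lower; in each of these 3 settings all 4 of the probes kept their call. Removing background correction gave 19 higher and 10 lower, of which 1 was among the 4. Cyclic loess gave 0 higher and 2 lower, both among the 4, and trend and robust variance gave 1 higher and 0 lower. An offset of 16, a filter on probes brighter than the median probe and the filter at the noise limit each gave 0 higher and 0 lower in limma, with 2486, 1321 and 1028 probes at an unadjusted p under 0.05. Leaving out any 1 array gave between 0 and 0 higher and between 0 and 0 lower; fewer samples were then fitted. Median scaling gave 832 higher and 0 lower, and no between-array normalization gave 2308 higher and 0 lower; both leave the brightness of the 4 h arrays, or most of it, in the values: the median log2 change of detected probes was then 0.30 and 0.39, and the directions of genes and sets in these settings include that shared rise. The cause of the other changes was not tested.

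The replicate numbers were not found to pair the samples: deviations of same-numbered arrays from their group means correlated at 0.22, 0.15 and -0.42 for replicates 1, 2 and 3. With a replicate block, 0 probes were higher and 0 were lower (limma), with 2489 at an unadjusted p under 0.05; no call of a gene set changed.

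Arntl was higher at 4 h under every alternative run, with log2 changes between 0.48 and 0.56 when 1 array was left out, and passed the threshold with median scaling (0.78) and no between-array normalization (0.87) only. Scgn lay near 0 unless brightness was left in: its log2 change was 0.0073 with array weights, 0.0024 with the 18S and Actb block, 0.070 with its probes averaged, between -0.033 and 0.027 with 1 array left out, 0.40 with median scaling and 0.49 with no between-array normalization.

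The E-box arm of the clock kept its direction and its call under all 21 alternatives run for it, with adjusted p between 1.3e-13 and 1.1e-09 when 1 array was left out, but its mean log2 change was -0.11 with median scaling and -0.024 with no between-array normalization. The RORE arm kept its direction, but its adjusted p was 0.0650 with an offset of 16, 0.243 with median scaling, 0.0609 with trend and robust variance, 0.0948 with probes averaged, 0.195 with an estimated correlation, 0.283 with no between-array normalization and between 0.0138 and 0.0712 with 1 array left out. Sterol synthesis was no longer called with fry (0.243) or an estimated correlation (0.173), and pointed higher at 4 h, uncalled, with median scaling (0.109) and no between-array normalization (0.283). Its mean log2 changes there, 0.22 and 0.31, lay below those shared by detected probes, so the sign in these settings does not oppose the lower value after quantile normalization. Its adjusted p was between 3.4e-05 and 0.0375 with 1 array left out.

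With median scaling, sets that were otherwise uncalled were called higher at 4 h, at adjusted p of 2.9e-06 for SNARE proteins, 0.000239 for SNARE regulators, 0.000290 for COPI and COPII coats, 0.00191 for granule cargo, 5.3e-06 for the actin cytoskeleton, 0.000239 for G1/S genes, whose sign turned, 0.000288 for G2/M genes and 1.1e-05 for the ER stress response. With no between-array normalization the values were 2.1e-05, 0.00155, 0.00150, 0.00541, 0.000101, 0.00147, 0.00155 and 6.1e-05 in the same order. When 1 array was left out, adjusted p ranged from 0.106 to 0.793 for SNARE proteins, 0.139 to 0.949 for SNARE regulators, 0.230 to 0.983 for the coats, 0.133 to 0.974 for granule cargo, 0.0151 to 0.917 for the actin cytoskeleton, 0.00531 to 0.677 for G1/S genes, 0.0273 to 0.916 for G2/M genes and 0.00529 to 0.917 for the ER stress response. The actin set was called without 4 h replicate 2, the G1/S set (lower) without 4 h replicate 3 (0.00531), the G2/M set without 16 h replicate 2 (0.0273) and the ER stress set without 4 h replicate 1 (0.00529) or 16 h replicate 1 (0.0429). In the test, SNARE proteins turned lower without 16 h replicate 2 and SNARE regulators without 4 h replicate 3 or 16 h replicate 1. The coats, granule cargo and actin sets did so without 4 h replicate 3. For the coats the mean log2 change stayed above 0 while the test pointed down. For granule cargo the mean was below 0 without 4 h replicate 2 (-0.012) and without 16 h replicate 1 (-0.018) while the test pointed up. The cause was not tested.

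Among other named genes, the sign turned with no between-array normalization for Actb (0.44), Gipr (0.15), Idi1 (0.039), Nampt (0.27) and Nr1d1 (0.058), and with median scaling for Actb (0.35), Gipr (0.060) and Nampt (0.18). With probes averaged, Actb was at 0.22 and H3f3a at -0.021. With the 18S and Actb block, H3f3a was at -0.024 and Vamp2 at -0.075. With 1 array left out, Actb lay between -0.18 and 0.078, Gipr between -0.088 and 0.024, H3f3a between -0.025 and 0.23 and Vamp2 between -0.084 and 0.19. None of these changes passed the threshold. With median scaling, calls were gained for Gcg (0.62, limma adjusted p = 0.0309), Ptp4a1 (0.92, 0.0354) and Tmem65 (1.11, 0.0309). Those values include the rise of 0.30 shared by detected probes. Over 706 comparisons of 36 gene and set results with an alternative, 577 kept both direction and side of the threshold. The numbers of probes called higher and lower stayed within 1.5 times their value in 7 of 36 comparisons. Blocks on slide or scan date were not run, since neither is given. The low signal over background limits Nr1d1 and Gipr, whose intensities did not exceed 21.1 and 28.1.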

Other observations

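The tests on brightness, on the spread of values below 0, on the 18S and Actb probes and on other splits for called probes and for the number of called sets were chosen after the results had been seen. Those on matched gene lists, on the clock arms, on the splits for single sets and on the cell cycle sets were set down before their own outcome was known, but those on matched lists, clock arms and cell cycle sets also use choices made after the results had been seen (no between-array normalization, linear scaling, the 18S and Actb block and the noise limit).

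The number of probes called higher at 4 h here was 2. That is lower than the value quoted from the study above. The number of probes called lower was 2. That is higher than the value quoted from the study above. Which genes lie behind these counts was not compared here. The study counted genes where probes are counted here, and its normalization is not stated. Calls in the higher direction alone were given here by median scaling (832), no between-array normalization (2308) and trend and robust variance (1). No background correction gave 19 higher and 10 lower, and cyclic loess gave 0 and 2. The counts are therefore not directly comparable. The log2 change of Arntl here was 0.52. That is lower than the value quoted from the study above. The background correction with its offset and the normalization may account for part of the difference in Arntl. Its log2 change rose to 0.69 with an offset of 16, to 0.87 with no between-array normalization and to 0.95 without background correction. The log2 ratio of its mean deposited intensities was 1.55, which is above the study's value and includes the rise shared by detected probes.

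Every probe that was called without between-array normalization was higher at 4 h. An array-wide difference in brightness predicts that nearly all detected probes lie on the same side, and 98.2% did. In simulated data with no change in most probes and the measured brightness of the arrays, the same step also called 13972 and 10486 unchanged probes higher, depending on the simulated spread. More RNA from expressed genes at 4 h, with arrays of equal gain, would leave the spread of below-zero values alike; it was 5.18 ± 0.57 (SD, n = 3) at 4 h and 4.10 ± 0.35 (SD, n = 3) at 16 h, a ratio of 1.26, and larger on every 4 h array. That argues against equal gain, but off-target hybridization could widen this spread as well, and brightness and time point coincide on all 6 arrays, so a technical difference and a general rise in RNA cannot be told apart. Only 1 of the 10 splits of the arrays, the real one, gave as many called probes in this setting, and 10 splits are too few to exclude chance.

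The secretory sets were called higher at 4 h in the same setting. Random gene lists matched on mean expression had a median change as high as the set in between 8.47% and 33.8% of 10000 draws over the 5 secretory sets. Their rise before normalization is therefore consistent with that of other genes of similar brightness, and a specific rise in secretory transcripts was not detectable. After quantile normalization the share was 4.14% for the SNARE proteins and 4.05% for the granule cargo, without correction for the 12 sets, so a small shift of these lists stays open.

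Other splits of the arrays bear on the calls. Of the 10 splits, 2 gave at least 4 called probes: the real one, and the split of 4 h replicates 1 and 3 and 16 h replicate 1 from the rest, which gave 262. The remaining 8 gave 0, with between 983 and 3002 probes at an unadjusted p under 0.05 (limma). As the larger split follows the 18S and Actb probes, the fit was repeated with it as a block and gave 3 higher and 2 lower probes. For the gene sets, 5 of the 10 splits gave at least 3 called sets with camera, and 7 of the 9 other splits called at least 1, so the number of called sets is no evidence of a difference and the preset correlation may be too low for these data; with an estimated correlation 1 set was called (sterol synthesis was then at 0.173). For the E-box arm, 1 of the 10 splits, the real one, gave a p as small; the next smallest was 0.00021 against 6.3e-14. The same held for the RORE arm (1 split; next 0.102 against 0.00606) and for sterol synthesis (1 split; next 0.00084 against 0.00024). With 3 arrays against 3 no share under 0.1 can be had, so the splits are too few to decide whether chance can be excluded for these sets. The E-box arm was also called under fry (adjusted p = 0.00179) and with an estimated correlation (0.0166).

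The opposite movement of Arntl and the E-box arm was tested against array properties. Under linear scaling the E-box arm had a mean log2 change of -0.34 and Arntl one of 0.53. Quantile normalization, after which the pattern was found, already removes a brightness shared by all probes. Linear scaling could therefore hardly have given another result and is no further test of brightness. With no between-array normalization the values were -0.024 and 0.87, which include the rise of 0.39 shared by detected probes; the median change of the arm was then -0.014 against 0.30 in random lists matched on mean expression, and 0% of 10000 lists were as low. With the 18S and Actb separation as a block, the values were -0.33 and 0.53. Without between-array normalization the arm and Arntl thus lay on opposite sides of the shared rise, which a brightness common to all probes would not give. The block argues against the 18S and Actb separation as the cause. A difference in clock phase between the time points is a hypothesis that these arrays leave open, since they cover only these 2 times. The paper followed both transcripts by qRT-PCR over a longer time course in synchronized mGLUTag cells. It reported a circadian rhythm for Arntl and an anti-phasic pattern for Per2, with weaker evidence for Per2.

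The 18S ribosomal RNA probes and 4 of the 5 Actb probes separated the arrays in a way that no label explains. A change in Actb transcript level would move its bright probes alike, but they varied over the arrays by between 0.52 and 3.21 on the log2 scale. The separation is not that of the time points, since 2 of the 4 h arrays lay on the high side. Relative brightness did not separate the sides over all arrays: the dimmest on the high side was at 0.87, the brightest on the other 1.04. Brightness also follows the time point, so this comparison cannot exclude it. At 4 h the high-side arrays were the brighter (1.31 and 1.27 against 1.04). At 16 h the high-side array lay between the others (0.90 and 0.73). More probes lay above the noise limit on the high-side arrays (17847, 17665 and 17468) than on the others (17143, 16992 and 16964). An array property that follows the separation is therefore not excluded. RNA integrity or priming during labelling may differ between the arrays, which would need the positions of the probes in their transcripts and was not tested; no biological explanation was tested.

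Cells returned to serum could re-enter the cell cycle between the time points. The smaller adjusted p of the G1/S and G2/M sets was 0.189 (camera), with 18 of the 20 G2/M genes and 4 of the 21 G1/S genes that lay above the noise limit on 3 or more arrays higher at 4 h. Random gene lists matched on mean expression had a median as high as the G2/M set in 0.7% of draws without between-array normalization. After quantile normalization the share was 7.23%. For the G1/S set, 6.48% and 6.86% of draws were as low in the same order. These shares are without correction for the 12 sets. The tests neither show nor exclude such a difference.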
